A study of Arabidopsis thaliana with 47 samples.

How the data were processed

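RNA was sequenced from dissected root meristematic zones of Arabidopsis thaliana, the region at the root tip where cells divide. Seedlings were 6 days old, and treatment lasted 24 h. Per the labels, total RNA came from 50 root sections per sample and libraries were made with a Universal RNA-Seq kit. The design crosses 3 genotypes with 3 treatments. There were 47 samples in 9 groups, with n = 5 in each group except n = 6 in both transgenic lines at 5 nM. Each sample was assigned to its group by its own labels, and its column was matched by name. No column of sample values was left unmatched (0 columns).

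The authors deposited a table of whole-number read counts for 36823 loci, named by Arabidopsis locus code. The aligner, the counting program, the genome build, the annotation and the use of strand are not stated in the labels or in the file header. The authors also deposited an FPKM table, which holds fragment counts scaled by gene length and library size for 25722 loci. Its scaling was worked out from the values: over 10217 loci the ratio of counts to FPKM was proportional to DESeq2 size factors, with relative deviations of at most 1e-14. The FPKM table holds loci with at least 1 count in at least 11 samples, but leaves out 14 loci that meet this condition. Of these 14 loci, 3 are ribosomal RNA in the RefSeq gene table and 11 have organelle codes. Whether those 11 are ribosomal RNA too was not established. The labels do not say how ribosomal RNA was removed from the total RNA. Gene symbols were taken from the RefSeq gene table of assembly TAIR10.1, in which 36632 of the 36823 locus codes were found. Because the build of the deposited counts is not stated, this table was used for names and for the order of neighbouring genes, and no coordinates are given.

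The total count per sample lay between 7739807 and 10332541. A pair of mitochondrial loci, ATMG00020 and ATMG01390, took 36.2% and 22.6% of all counts, and together 45.0% to 70.4% of the counts of a library. The 14 loci set aside, between 2652354 and 5116600 counts per library remained for all other genes. That remainder sets the precision for single genes. A floor of 3 counts corresponded to between 0.59 and 1.1 CPM depending on the library, and a fold change against a group with every library at or below it is given as a lower bound. The reads carry no molecular identifiers, so this floor covers counting error only.

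Replicates within each group were compared by a chi-square test of their counts. Every pair differed, with chi-square per degree of freedom between 2.61 and 24.0. This excludes repeated sequencing of the same library, but not separate libraries from the same RNA, whose amplification can also add variation. Each library was counted as a separate sample.

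Differential expression was tested on the counts in R 4.3.3 with edgeR 4.0.16. Only the groups compared entered a fit, and the fits had no covariates. Genes were filtered with filterByExpr (minimum count 10) and libraries were scaled with TMM factors. The test was the quasi-likelihood F test with Benjamini-Hochberg adjustment over all genes tested in that fit. A gene is called changed at an adjusted p under 0.05. Standard errors (SE) of log2 fold changes were derived from the fold change and its F statistic. Levels of single genes are given as edgeR's CPM, counts scaled to the TMM-adjusted library size, as mean ± SD. For these levels the 14 loci were left out and the factors were computed over all 47 libraries. The fits kept the 14 loci and scaled only the groups compared.

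There were 15 comparisons of 2 groups: each RGF1 dose against mock within each genotype, and each pair of genotypes within each treatment. Another 3 fits tested the interaction, the difference between 2 genotypes in the log2 change from mock to 5 nM RGF1. Genes shared between fits were counted from those fits and have no test of their own. Genes are named by rule. PLT2 is given in every group, because it checks the labels. A list of 16 genes from the PLETHORA, RGF1 signalling and root meristem literature is reported whether called or not. For 5 nM against mock and for the genotype comparisons under mock, the 3 highest and 3 lowest log2 fold changes are named among called genes with a mean count of at least 20 and no overlap between the values of both groups. For each interaction, the 2 genes with the smallest adjusted p are named. AIL6, AIL5 and AIL7 in the text are the genes also called PLT3, PLT5 and PLT7. Counting rules for reads shared between similar or overlapping genes are not stated. Values of close relatives are therefore uncertain, such as the XTH genes, the pair AT5G64100 and AT5G64120, and the pair AT2G04200 and AT2G04210.

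The procedure was tested on simulated counts with 200 genes changed by a log2 fold change of 1. With 2 groups it recovered 167 of the 200 and made 9 false calls among 16115 genes. For the interaction it recovered 118 of the 200 and made 6 false calls among 16727 genes. No recovered gene had the wrong sign (0 in both cases).

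The alternatives were DESeq2 size factors within edgeR, no expression filter, DESeq2 1.42.0 in place of edgeR, all 9 groups in a single fit, the replicate number as a block, limma 3.58.1 on log2(FPKM + 1), and leaving out each replicate in turn. A further 4 were chosen after seeing the data. They were removal of the 14 loci, total-count scaling, a correction for GC content and gene length, and the mitochondrial share of each library as a covariate. Total-count scaling here combines removal of the 14 loci with the use of library totals without TMM factors. GC content and length were known for 99.1% of the genes tested for 5 nM against mock in gPLT2. Group differences in single scores or shares were tested with two-sided exact permutation tests.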

Results

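Transcript levels were measured by RNA-seq in the root meristematic zone of 3 Arabidopsis genotypes: the plt2 mutant, plt2 carrying a genomic PLT2-GFP transgene (gPLT2), and plt2 carrying the same transgene with the substitution C212S, cysteine to serine in the usual notation (gPLT2C212S). PLT2 (PLETHORA 2) encodes a transcription factor of the root meristem, and RGF1 (root meristem growth factor 1) is a secreted peptide hormone. Seedlings of each genotype received mock treatment, 0.3 nM RGF1 or 5 nM RGF1 for 24 h. The series asks how the stability of the PLT2 protein acts in root development. The comparisons of doses ask what RGF1 changes in each line, and those of genotypes ask how the lines differ. The labels do not say how many independent transgenic lines each genotype represents. An effect of a transgene or of the substitution thus cannot be told apart from other differences between the lines. The 47 libraries held 7739807 to 10332541 counts each, of which 2652354 to 5116600 lay outside the 14 loci dominated by organelle transcripts. Between 21346 and 25150 loci had at least 1 count in a library.

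PLT2 transcript levels separated the mutant from both transgenic lines in every treatment. Under mock, PLT2 stood at 6.75 ± 2.73 CPM in plt2 (SD, n = 5), 39.5 ± 3.0 CPM in gPLT2 (n = 5) and 63.3 ± 10.7 CPM in gPLT2C212S (n = 5). At 0.3 nM RGF1 the corresponding levels were 7.14 ± 2.75, 34.4 ± 5.35 and 50.9 ± 4.62 CPM (n = 5 each). At 5 nM they were 5.69 ± 0.98 CPM in plt2 (n = 5), 54.6 ± 6.32 CPM in gPLT2 (n = 6) and 76.2 ± 8.08 CPM in gPLT2C212S (n = 6). The highest plt2 library reached 12.0 CPM and the lowest library of either transgenic line 26.7 CPM. gPLT2C212S exceeded gPLT2 by a log2 fold change of 0.69 under mock (SE 0.13, adjusted p 0.00122), 0.55 at 0.3 nM (SE 0.12, adjusted p 0.00695) and 0.51 at 5 nM (SE 0.10, adjusted p 0.00318). The libraries of these lines did not overlap in any treatment. RGF1 at 5 nM raised PLT2 in gPLT2 by 0.44 (SE 0.11, adjusted p 0.00231), with 6 of 6 treated libraries above every mock library. In gPLT2C212S the change at 5 nM was 0.24 and was not called (adjusted p 0.105), except with the mitochondrial share as a covariate (0.33). At 0.3 nM PLT2 in gPLT2C212S fell by 0.34 (adjusted p 0.048), and this call was lost under 5 of the alternatives. Such counts of alternatives leave out the replicate block. The responses of PLT2 to 5 nM did not differ between genotypes by the interaction test (adjusted p 0.106, 0.26 and 0.517 for the 3 pairs).

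**Figure D1:**
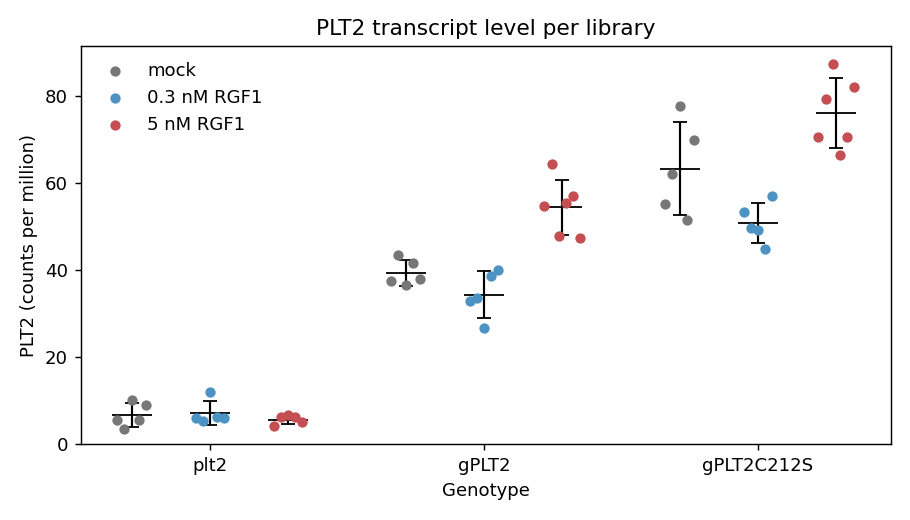
PLT2 transcript level in CPM (y axis) in each library (points), grouped by genotype (x axis) and coloured by treatment, with bars for mean ± SD. All plt2 libraries lie at or below 12.0 CPM and all libraries with a transgene at or above 26.7 CPM.

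The number of genes changed by RGF1 differed widely between genotypes and doses. In plt2, 0.3 nM RGF1 changed 8 of 15880 genes (5 higher, 3 lower), against 1151 at an unadjusted p under 0.05. At 5 nM, 1504 of 15925 genes changed in plt2, 449 higher and 1055 lower. In gPLT2, 0.3 nM changed 2425 of 15941 genes (978 higher, 1447 lower) and 5 nM changed 7712 of 16228 genes (3767 higher, 3945 lower). In gPLT2C212S, 0.3 nM changed 3685 of 16062 genes (1909 higher, 1776 lower) and 5 nM changed 6432 of 15986 genes (2994 higher, 3438 lower). Changes of at least 2-fold at 5 nM were fewer: 53 higher and 324 lower in plt2, 517 and 1343 in gPLT2, and 628 and 883 in gPLT2C212S. At 0.3 nM they numbered 3 and 3, 135 and 351, and 454 and 466 in the same order. The count for 0.3 nM in plt2 moved most with the processing, reaching 164 genes without the expression filter.

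**Figure D2:**
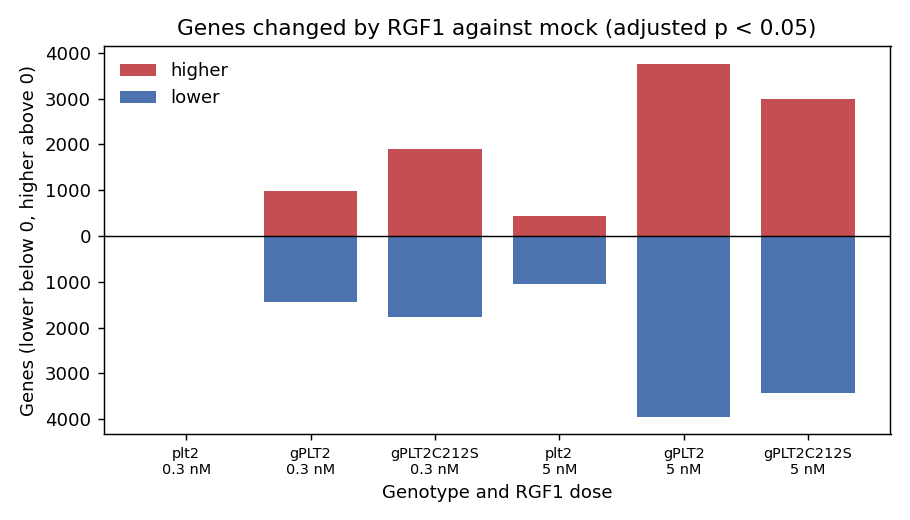
Number of genes with an adjusted p under 0.05 for each RGF1 dose against mock in each genotype, with higher genes drawn above 0 and lower genes below. The counts range from 8 genes for 0.3 nM in plt2 to 7712 genes for 5 nM in gPLT2.

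Of the 16 listed genes, AIL7 and WOX5 were too low to be tested in any fit. At 5 nM, 3 of the 14 tested genes were called in plt2, 11 of 14 in gPLT2 and 7 of 13 in gPLT2C212S. With adjustment over the list alone these counts were 6, 11 and 7. At 0.3 nM they were 0, 5 and 10 over all genes, and 0, 8 and 11 over the list alone. PLT1, a relative of PLT2, fell with RGF1 in both transgenic lines. Its level in gPLT2 was 18.6 ± 2.10 CPM under mock (n = 5), 10.5 ± 3.47 CPM at 0.3 nM (n = 5) and 7.37 ± 1.63 CPM at 5 nM (n = 6). In gPLT2C212S it was 24.9 ± 2.21 CPM (n = 5), 6.64 ± 2.33 CPM (n = 5) and 7.45 ± 2.52 CPM (n = 6). The log2 fold change at 5 nM was -1.36 in gPLT2 (SE 0.175, adjusted p 3.12e-06) and -1.80 in gPLT2C212S (SE 0.19, adjusted p 2.92e-08), with all 6 treated libraries below every mock library in each line. In plt2, PLT1 moved from 34.4 ± 4.85 to 29.0 ± 4.99 CPM (n = 5 each), which was not called (log2 fold change -0.22, adjusted p 0.367). AT2G12646 rose at 5 nM by 1.21 in gPLT2 (SE 0.12, adjusted p 9.39e-08) and by 0.31 in gPLT2C212S (SE 0.115, adjusted p 0.0347). Its rise of 0.54 in plt2 was not called (adjusted p 0.082). The call in gPLT2C212S was lost under 2 of the alternatives, and the change in plt2 was called under 3.

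**Figure D3:**
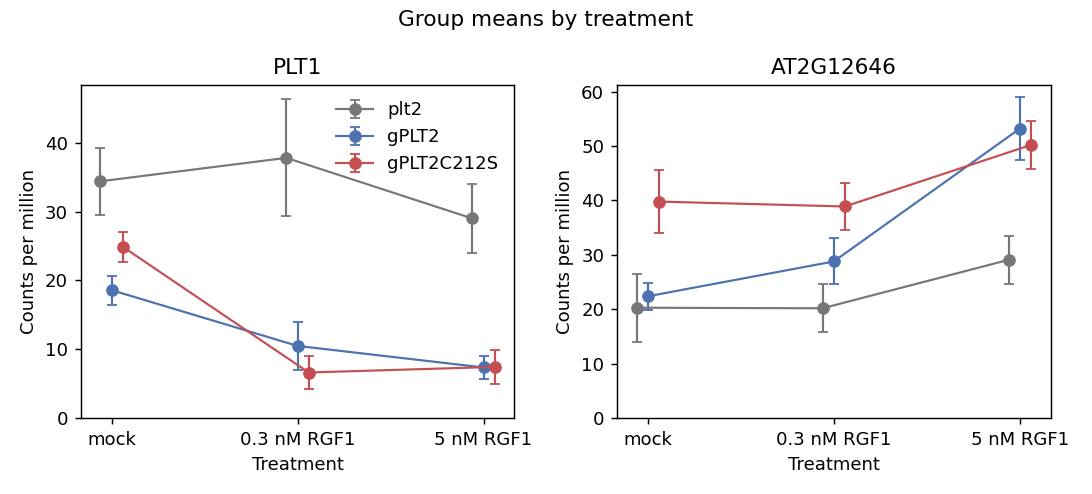
Mean ± SD of PLT1 (left) and AT2G12646 (right) in CPM by treatment, with a line for each genotype. PLT1 is lower at both doses than under mock in gPLT2 and gPLT2C212S, and AT2G12646 reaches its highest mean, 53.2 CPM, in gPLT2 at 5 nM.

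AT5G48940 rose at 5 nM in gPLT2 by 0.93 (SE 0.10, adjusted p 3.62e-07) and in gPLT2C212S by 0.71 (SE 0.10, adjusted p 4.02e-06), while its change in plt2 was 0.15 (adjusted p 0.459). AT3G24240 rose in all 3 genotypes, by 0.54 in plt2 (adjusted p 0.00612), 0.69 in gPLT2 (adjusted p 5.26e-05) and 0.29 in gPLT2C212S (adjusted p 0.0221), the last not called after correction for GC content and length. AT4G26540 rose by 0.40 in plt2 (SE 0.10, adjusted p 0.0215) but fell in the other lines, by 1.29 in gPLT2 (SE 0.13, adjusted p 1.83e-07) and by 1.19 in gPLT2C212S (SE 0.15, adjusted p 8.12e-07). The call in plt2 was lost under 2 of the alternatives. CYCB1;1, a mitotic cyclin, rose by 0.70 in gPLT2 (adjusted p 0.000764) and 0.61 in gPLT2C212S (adjusted p 0.0189). SHR fell by 0.38 in gPLT2 (adjusted p 0.0152, not called under total-count scaling) and by 0.605 in gPLT2C212S (adjusted p 0.000926). In plt2 neither CYCB1;1 nor SHR was called (adjusted p 0.757 and 0.811). AIL6 rose by 0.47 in gPLT2 (adjusted p 0.000741). It was not called in plt2 (0.30, adjusted p 0.0805), except under 2 alternatives, or in gPLT2C212S (0.11, adjusted p 0.429). The RGF1 gene itself fell from 5.24 ± 1.77 to 0.77 ± 0.68 CPM in gPLT2 (adjusted p 4.51e-05), was not called in plt2 (adjusted p 0.896) and was too low to be tested in gPLT2C212S. UPB1 fell by 1.33 in plt2 (adjusted p 0.0423), a call lost under 2 alternatives. It was not called in gPLT2 (-0.27, adjusted p 0.35) or in gPLT2C212S (0.69, adjusted p 0.0766), where 2 alternatives called it. SCR rose by 0.31 in gPLT2 (adjusted p 0.0409), a call lost under 3 alternatives. Its change of 0.33 in plt2 was not called (adjusted p 0.0542) but was under 3 alternatives, and in gPLT2C212S the adjusted p was 0.995. BBM and AIL5 were not called at 5 nM in any genotype, with adjusted p between 0.127 and 0.909.

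The genes named by rule for the largest changes at 5 nM differed between the 3 genotypes, but some also changed in other lines. CLE5, named for gPLT2, also rose in gPLT2C212S, from 1.07 to 28.89 CPM. AT2G04200, named for gPLT2 too, did not rise in gPLT2C212S (0 and 0.099 CPM). In plt2, the largest increases were in AT1G67270, WRKY30 and UGT73C7 (log2 fold changes 3.48, 2.19 and 2.09) and the largest decreases in AT5G64100, TBL21 and PIP1A (-5.03, -4.38 and -4.08). The largest adjusted p of these 6 genes was 0.000499. In gPLT2, AT2G04200 rose at least 13-fold and AT2G04210 at least 11-fold above mock libraries at the detection floor. CLE5 rose from 0.73 ± 0.65 to 32.7 ± 4.58 CPM, a log2 fold change of 5.48 (SE 0.27). AT1G17300 and AT4G11210 fell at least 26-fold and at least 38-fold, and OCT3 fell by 5.205 on the log2 scale (SE 0.35). In gPLT2C212S, AT5G64120, CYP71A12 and AT2G18360 rose at least 38-fold, 23-fold and 14-fold. AT1G09750 and AT1G57590 fell by 5.345 and 5.17 on the log2 scale, and AT3G45095 at least 15-fold. The largest adjusted p among the named genes was 9.84e-08 in gPLT2 and 8.8e-11 in gPLT2C212S.

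Whether genotypes differed in their response to 5 nM was tested directly with the interaction. Between gPLT2 and plt2 the response differed for 1644 of 16841 genes, 576 higher and 1068 lower in gPLT2. Between gPLT2C212S and plt2 it differed for 2082 of 16778 genes (1075 higher, 1007 lower). Between gPLT2C212S and gPLT2 it differed for 810 of 16793 genes (547 higher, 263 lower). For gPLT2 and plt2, 1572 of the genes that differed had both responses. By the sign of the estimated change, called or not, 948 moved in the same direction and further in gPLT2. Another 19 moved further in plt2, and 605 had opposite signs, where a change near 0 also counts. For gPLT2C212S and plt2 these numbers were 807, 44 and 1074 of 1925. For gPLT2C212S and gPLT2 they were 147 further in gPLT2C212S, 192 further in gPLT2 and 437 of opposite sign, of 776. Most genes called in both lines moved in the same direction: 1218 of 1237, 936 of 1017 and 4407 of 4505 in the same order. With all replicates in the fit, each of the 3 interaction counts stayed within a factor of 1.5 under the alternatives. Total-count scaling, however, moved the share of higher genes between gPLT2C212S and gPLT2 from 67.5% to 51.9%. Exchanging genotype labels within treatments gave as many calls in 2, 3 and 2 of 40 splits in the order of the fits, a share not under 0.05. Permuting the residuals of a model without interaction gave as many limma calls in 1 of 100 draws, the real one included, in each fit.

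The smallest adjusted p for gPLT2 against plt2 was 4.72e-10, for XTH16 and AT1G57590. XTH16 fell from 58.5 ± 13.4 to 2.39 ± 1.00 CPM in gPLT2 and from 81.0 ± 15.9 to 50.2 ± 7.07 CPM in plt2, an interaction of -3.985 (SE 0.28). AT1G57590 fell from 110.5 ± 19.3 to 6.35 ± 2.78 CPM in gPLT2 and from 123 ± 29.2 to 104 ± 18.1 CPM in plt2, an interaction of -3.95 (SE 0.28). For gPLT2C212S against plt2, the smallest adjusted p was 1.04e-12, for LGO (interaction -3.325, SE 0.20) and AT1G57590 (interaction -4.90, SE 0.29). For gPLT2C212S against gPLT2, AT2G43150 had the smallest adjusted p (interaction 3.75, SE 0.35, adjusted p 9e-08). It rose in gPLT2C212S from 237 ± 59.0 CPM (n = 5) to 1690 ± 622 CPM (n = 6) and fell in gPLT2 from 883 ± 117 CPM (n = 5) to 472 ± 209 CPM (n = 6). AT1G26250 followed (interaction 3.74, SE 0.365, adjusted p 1.18e-07). Among the listed genes, 6 of 14 differed between gPLT2 and plt2, 4 of 14 between gPLT2C212S and plt2, and 1 of 14 between the transgenic lines (7, 4 and 1 with adjustment over the list alone). PLT1 responded more strongly than in plt2 both in gPLT2 (interaction -1.12, SE 0.22, adjusted p 0.00148) and in gPLT2C212S (-1.53, SE 0.24, adjusted p 3.67e-05). The response of AT2G12646 was smaller in gPLT2C212S than in gPLT2 (interaction -0.90, SE 0.16, adjusted p 0.000503).

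Across genes, the responses to 5 nM in gPLT2 and gPLT2C212S were the most similar, with a Spearman correlation of 0.728 over 15786 genes. The correlation of plt2 at 5 nM was 0.616 with gPLT2 and 0.454 with gPLT2C212S. Genes are not independent replicates, and these values describe the gene lists only. Of the genes called in both gPLT2 and plt2 at 5 nM, 1218 of 1237 moved in the same direction, and of those called in gPLT2 and gPLT2C212S, 4407 of 4505. The response of plt2 to 0.3 nM was uncorrelated or weakly inverse to the responses of both other lines, with Spearman correlations between -0.13 and 0.00149. At 5 nM, 877 of 15398 genes were called in the same direction in all 3 genotypes, 225 higher and 652 lower, and 150 were called in opposite directions in at least 2 of the genotypes. With the mitochondrial share as a covariate the shared count was 1559.

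**Figure D4:**
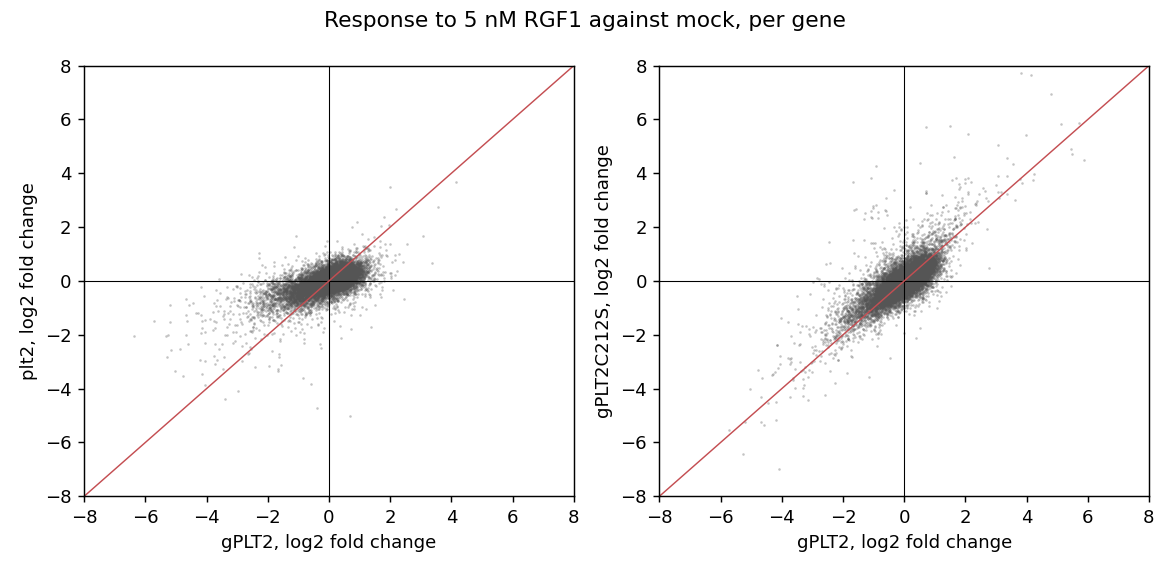
Log2 fold change of each gene at 5 nM RGF1 against mock in plt2 (left, y axis) and gPLT2C212S (right, y axis), each against gPLT2 (x axis), with the line of equal change in red. The Spearman correlation across genes was 0.616 on the left and 0.728 on the right.

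Under mock, gPLT2 differed from plt2 in 405 of 15958 genes (232 higher, 173 lower). gPLT2C212S differed from plt2 in 2988 of 15998 genes (1093 higher, 1895 lower) and from gPLT2 in 1394 of 15888 genes (354 higher, 1040 lower). At least 2-fold differences numbered 75 higher and 58 lower for gPLT2 against plt2, 280 and 671 for gPLT2C212S against plt2, and 70 and 315 for gPLT2C212S against gPLT2. Both transgenic lines differed from plt2 in the same direction for 321 of 15756 genes (171 higher, 150 lower), and 0 genes were called in opposite directions. Both comparisons use the same plt2 libraries, so the overlap is not independent. The count for gPLT2 against plt2 moved most with the processing, from 405 to 1145 genes with all groups in a single fit, and lay between 170 and 605 with 1 library left out. With 2726 genes at an unadjusted p under 0.05, it was also the mock comparison with the fewest such genes.

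Of the listed genes, 4, 6 and 3 of 14 were called under mock for gPLT2 against plt2, gPLT2C212S against plt2 and gPLT2C212S against gPLT2 (5, 6 and 6 with adjustment over the list alone). PLT1 was lower than in plt2 in gPLT2 (log2 fold change -0.87, SE 0.14, adjusted p 0.00376) and in gPLT2C212S (-0.45, SE 0.14, adjusted p 0.0275), with all 5 libraries of each transgenic line below every plt2 library. The second of these calls was lost under 4 of the alternatives. PLT1 lies 38 tested genes away from a stretch of chromosome 3, containing XTH16 and AT3G24240, in which 9 genes differed by at least 2-fold between gPLT2 and plt2 under every treatment. AT3G24240 was higher than in plt2 in both lines, by 0.785 in gPLT2 (adjusted p 0.00618) and 0.98 in gPLT2C212S (adjusted p 2.37e-05). AT5G48940 was also higher, by 0.51 (adjusted p 0.0207) and 0.785 (adjusted p 0.000191). AT2G12646 was higher in gPLT2C212S than in gPLT2 by 0.83 (SE 0.135, adjusted p 0.000339), and UPB1 was lower (-1.37, SE 0.27, adjusted p 0.00213).

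The largest mock differences between gPLT2 and plt2 were increases of AT3G01345 (at least 15-fold), AT3G30770 and GOX2 (log2 fold changes 3.24 and 2.93), and decreases of AT5G44925 (at least 11-fold), HSFA2 and PAL1 (-2.76 and -2.75). The HSFA2 difference had an adjusted p of 0.0443 and was -1.24, not called, without 1 plt2 library at 86.7 CPM. It was not called under 3 of the alternatives. In gPLT2C212S against plt2, AT3G01345 and SCPL9 were at least 21-fold and at least 19-fold higher and FKF1 was higher by 3.81. XTH17, LHY and PIP2E were lower by log2 fold changes of -4.92, -4.775 and -4.41. In gPLT2C212S against gPLT2, FKF1, JMJD5 and AT1G13930 were higher (3.20, 3.02 and 2.83), and XTH30, XTH17 and AT3G30770 were lower (-3.555, -3.37 and -3.30). FKF1, JMJD5 and LHY are genes whose transcripts vary with the time of day, and the labels give no harvest time. The largest adjusted p among the named genes was 2.4e-05 for gPLT2C212S against plt2 and 1.09e-06 for gPLT2C212S against gPLT2.

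With RGF1 present, the transgenic lines differed more from plt2 than under mock. At 0.3 nM, gPLT2 differed from plt2 in 4969 of 15885 genes (2272 higher, 2697 lower) and gPLT2C212S in 7428 of 16019 genes (3549 higher, 3879 lower). At 5 nM these counts were 6189 of 16094 genes (2858 higher, 3331 lower) and 7176 of 15943 genes (3481 higher, 3695 lower). gPLT2C212S differed from gPLT2 in 1187 of 16070 genes at 0.3 nM (546 higher, 641 lower) and in 676 of 15848 genes at 5 nM (349 higher, 327 lower). Of the listed genes, the numbers called for gPLT2 against plt2, gPLT2C212S against plt2 and gPLT2C212S against gPLT2 were 10 of 13, 11 of 13 and 4 of 12 at 0.3 nM, and 8, 9 and 1 of 13 at 5 nM. With adjustment over the list alone they were 10, 11 and 8 at 0.3 nM, and 10, 9 and 1 at 5 nM. The single listed gene called between the transgenic lines at 5 nM was PLT2.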

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

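The tests on the numbers of calls in this part were chosen only after those numbers were seen, while the tests on isolated values were written before their outcome was seen.

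Within groups of 5 or 6 libraries, 12 gene values stood apart from the rest of their group by Dixon's criterion. In plt2 these were HSFA2 at 86.7 CPM in replicate 1 under mock (others 6.97 to 9.69), AT3G30770 at 3.97 CPM in replicate 2 under mock, PLT2 at 12.0 CPM in replicate 3 at 0.3 nM (others 5.36 to 6.23), and UGT73C7 at 15.4 CPM in replicate 5 at 5 nM. In gPLT2 they were AT2G12646 at 26.7 CPM in mock replicate 2, AT2G04200 at 0.311 CPM in mock replicate 1, AT2G04210 at 0.737 CPM in mock replicate 4, HSFA2 at 6.32 CPM in mock replicate 5, and OCT3 at 1.81 CPM in replicate 1 at 5 nM. In gPLT2C212S they were CYP71A12 at 0.286 CPM in mock replicate 4, AT2G18360 at 0.249 CPM in mock replicate 3 and XTH17 at 3.79 CPM in mock replicate 1. For AT2G04200, AT2G04210, CYP71A12 and AT2G18360 the other libraries of the group had 0 counts, and the isolated values are at or below the floor of 3 counts.

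The criterion picks out about 1 in 20 groups by chance. Among 142 groups of values examined, 7.1 would be found at that rate against the 12 found (one-sided binomial p 0.053), so chance may account for their number. The 12 values came from 12 different libraries. By the same criterion none of those libraries stood apart in depth or in the share of the mitochondrial loci (0 of 12). In groups of this size that does not exclude depth or composition as a source. Replicate 1 of plt2 under mock had the lowest mitochondrial share of its group, 46.05% against 50.17% to 59.47%, and replicate 4 of gPLT2 under mock the highest, 67.52%. No biological explanation was tested for them as a set.

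HSFA2 encodes a heat stress transcription factor, and a heat or stress response in that plt2 mock library was a candidate explanation. In the mean of 10 other heat shock genes, this library was the highest of its group at 2.98, but the gap to the next, at 2.07, was 0.581 of the range and did not reach the criterion. It was also the highest of all 47 libraries, the next standing at 2.84. With 5 values in a group, this criterion does not exclude a heat response, and the isolated HSFA2 value remains unexplained. Without that library the log2 fold change of HSFA2 between gPLT2 and plt2 was -1.24 in place of -2.76 and was not called, though the call was also lost without any 1 of the gPLT2 mock libraries. The other plt2 mock libraries still lay above every gPLT2 mock library. The mean of the heat shock genes also moved with treatment. At 0.3 nM it was 2.40 to 2.84 in gPLT2C212S (mock 1.38 to 1.72) and 2.21 to 2.73 in gPLT2 (mock 1.62 to 2.25). At 5 nM these lines had 1.83 to 2.64 and 1.68 to 2.22. In plt2 it was 1.93 to 2.47 at 0.3 nM, within the range of its mock libraries. Treatments were not compared by a test, and calls at 0.3 nM may include genes that follow this mean.

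The response to 5 nM RGF1 differed between gPLT2 and plt2 by the interaction test for 1644 genes. The genes named for this pair were XTH16 (difference in log2 change -3.985), AT1G57590 (-3.948), PLT1 (-1.12), the RGF1 gene (-2.689), AT2G12646 (0.694), AT5G48940 (0.804), AT4G26540 (-1.665) and CYCB1;1 (0.834). For gPLT2C212S and plt2, 2082 genes differed, among them LGO (-3.325), AT1G57590 (-4.90), PLT1 (-1.532), UPB1 (2.068), AT5G48940 (0.607) and AT4G26540 (-1.539). For gPLT2C212S and gPLT2, 810 genes differed, among them AT2G43150 (3.747), AT1G26250 (3.743) and AT2G12646 (-0.901). The AT2G12646 call for gPLT2 and plt2 was lost with limma on FPKM and with the mitochondrial share as covariate, and the CYCB1;1 call with that covariate. XTH16 and XTH genes in general have close relatives, and reads shared between them could not be examined in counts per gene.

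Chance was weighed by exchanging genotype labels within each treatment. Of 40 such splits, the real one included, 2 gave as many calls for gPLT2 and plt2, 3 for gPLT2C212S and plt2, and 2 for gPLT2C212S and gPLT2. The highest counts were 2767, 2282 and 984. These shares are not under 0.05. For gPLT2 and plt2 the split with 2767 calls had 1 library out of place in the less mixed treatment. For the other pairs, those with as many calls left the genotypes whole in 1 treatment. Among the 26, 20 and 17 splits with at least 2 libraries out of place in both treatments, the highest count was 0. Splits that keep the genotypes nearly whole in a treatment retain the genotype difference and are not a test of chance. A further test permuted residuals of a model without interaction and counted limma calls, which were 1670, 2087 and 856 for the real data. The real data gave the largest number in all 3 cases, as 1 of 100 draws, against permuted maxima of 51, 0 and 1. By this test the numbers of interaction calls are larger than expected by chance. Both tests address the number of calls and not single genes.

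Technical sources were weighed by the calls kept in the same direction after a correction. After correction for GC content and gene length, 1584 of the 1644 calls for gPLT2 and plt2 were kept, 2018 of 2082 for gPLT2C212S and plt2, and 778 of 810 for gPLT2C212S and gPLT2. With the share of the mitochondrial loci as a covariate, 1321, 2076 and 673 were kept. With total-count scaling, 1511, 1843 and 691 were kept. None of these corrections accounts for most of the calls. A genotype difference in the response to RGF1 remains as a hypothesis, found and tested on the same data.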

How the results depend on the processing

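Designs, the rule for named genes and 6 alternatives besides left-out replicates were fixed before the data were examined. Another 4 alternatives were chosen after seeing the data. They were 14 loci removed, total-count scaling with the 14 loci removed, GC and length correction, and mitochondrial share as covariate. No other tests were run in this part.

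Of 200 recomputed counts with all replicates, 180 stayed within 1.5 times the reported count and 20 did not. DESeq2 size factors within edgeR, limma on FPKM, removal of the 14 loci, total-count scaling and the GC and length correction moved 0 of the 20 counts each. Without the filter, calls rose from 8 to 164 for 0.3 nM in plt2, from 405 to 911 for gPLT2 against plt2 under mock, from 676 to 1125 for gPLT2C212S against gPLT2 at 5 nM, and from 321 to 649 for calls shared by both transgenic lines under mock. DESeq2 gave 38 for 0.3 nM in plt2, 728 for gPLT2 against plt2 under mock and 523 shared by both lines. All groups in a single fit gave 30 and 2329 for 0.3 and 5 nM in plt2 (reported 8 and 1504), 1145 for gPLT2 against plt2 under mock and 807 shared by both lines. With the mitochondrial share as covariate, calls went to 4 and 2702 for 0.3 and 5 nM in plt2, 2047 for 0.3 nM in gPLT2C212S (reported 3685), 2132 for gPLT2C212S against gPLT2 under mock (reported 1394) and 1559 shared by the 3 genotypes at 5 nM (reported 877). The cause was not tested for any of these.

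Same-numbered replicates were not correlated: the mean correlation of their deviations from group means lay between -0.078 and 0.051 over the fits. With the replicate block, calls were 15 and 1179 for 0.3 and 5 nM in plt2, 1898 and 7153 in gPLT2, and 3825 and 5386 in gPLT2C212S. For gPLT2 against plt2, gPLT2C212S against plt2 and gPLT2C212S against gPLT2 they were 130, 2680 and 1725 under mock, 5297, 6945 and 1310 at 0.3 nM, and 6544, 6578 and 430 at 5 nM. The interactions gave 1584, 1748 and 1176 calls, and the shared counts were 661 for the 3 genotypes and 115 for both lines under mock. Samples whose number the other group lacks are left out of this fit.

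Leaving out each replicate in turn gave 5 to 35 calls for 0.3 nM and 904 to 2356 for 5 nM in plt2, and 1522 to 3164 for 0.3 nM in gPLT2. It gave 170 to 605 for gPLT2 against plt2 and 915 to 1997 for gPLT2C212S against gPLT2 under mock. The interaction of gPLT2C212S and gPLT2 ranged from 536 to 1286, calls shared by 3 genotypes from 532 to 1225, and calls shared by both lines under mock from 147 to 519. The other 12 counts stayed within 1.5 times the reported count in every such fit.

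The direction of calls depended on scaling. Under total-count scaling the percentage of higher genes went from 29.9 to 42.3 for 5 nM in plt2, 57.3 to 69.4 for gPLT2 against plt2 and 36.6 to 54.0 for gPLT2C212S against plt2 under mock. Against plt2 at 0.3 nM it went from 45.7 to 62.7 for gPLT2 and 47.8 to 61.3 for gPLT2C212S, and at 5 nM from 46.2 to 57.8 for gPLT2. It went from 51.6 to 34.4 for gPLT2C212S against gPLT2 at 5 nM. For the interactions of gPLT2C212S it went from 51.6 to 38.8 with plt2 and 67.5 to 51.9 with gPLT2, and for the shared counts from 25.7 to 37.3 (3 genotypes) and 53.3 to 66.8 (both lines). The median of all genes moved by over 0.1 (log2) in 3 fits: by 0.102 for gPLT2C212S against plt2 under mock, and at 0.3 nM by 0.115 for gPLT2 and 0.125 for gPLT2C212S against plt2. With the mitochondrial share as covariate the percentage became 38.2 for gPLT2 against plt2 under mock, 40.6 for gPLT2C212S against gPLT2 at 5 nM, 37.7 for the 3 genotypes and 29.3 for both lines. Without the filter it was 44.1 for gPLT2 against plt2 under mock and 38.7 for both lines.

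Among the 148 named gene results, 17 recomputed values with all replicates reversed, all of small changes that were not called. With the mitochondrial share as covariate, PLT2 at 0.3 nM in plt2 went from 0.114 to -0.219, BBM at 5 nM in plt2 from -0.06 to 0.148, CYCB1;1 at 5 nM in plt2 from -0.12 to 0.061, and AIL5 at 5 nM in gPLT2C212S from 0.137 to -0.032. Under mock, BBM in gPLT2 against plt2 became 0.167 (from -0.075), SCR 0.03 (from -0.056), and AIL5 in gPLT2C212S against plt2 -0.035 (from 0.124). With the GC and length correction, at 5 nM, the RGF1 gene in plt2 became 0.366 (from -0.091), AT5G48940 in plt2 -0.01 (from 0.149) and UPB1 in gPLT2 0.467 (from -0.267). SCR at 5 nM in gPLT2C212S, reported at -0.002, was 0.013 with DESeq2 size factors, without the filter and with DESeq2, 0.023 with limma, 0.014 with the 14 loci removed and with total-count scaling, and 0.108 with the mitochondrial share. The cause was not tested. Another 14 gene results lost their call under some alternative (36 values) and 8 gained one (17 values), in the same direction.

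Leaving out replicates reversed 27 values of uncalled changes. At 5 nM in plt2 the ranges were -0.201 to 0.077 for BBM, -0.44 to 0.07 for AIL5, -0.376 to 0.07 for the RGF1 gene and -0.189 to 0.045 for SHR; PLT2 at 0.3 nM ranged from -0.165 to 0.297. AIL5 ranged from -0.012 to 0.30 at 5 nM in gPLT2 and from -0.043 to 0.344 in gPLT2C212S, where SCR ranged from -0.103 to 0.125. Under mock, gPLT2 against plt2 gave -0.217 to 0.077 for BBM, -0.446 to 0.082 for AIL5 and -0.151 to 0.01 for SCR. gPLT2C212S against plt2 gave -0.068 to 0.454 for AIL5 and -0.029 to 0.202 for SCR, and CYCB1;1 in gPLT2C212S against gPLT2 ranged from -0.013 to 0.277. In leave-one-out fits, 13 gene results lost their call in some fit (72 values) and 8 gained one (10 values).

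Depth limits the genes near the floor. With 2652354 to 5116600 counts outside the 14 loci, AIL7 and WOX5 could not be tested, and the RGF1 gene and AIL5 not in every fit.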

Other observations

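The counts of other splits, the comparison of mitochondrial shares, and 2 of the clock tests below (harvest of all gPLT2C212S libraries, and PLT2 transcript level) were chosen only after the result was seen; the other tests in this part were written before their outcome was seen.

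For the comparisons of 2 groups, other splits of the same libraries were drawn that part as many same-numbered pairs as the real one. In the 10 comparisons of 5 against 5 libraries, only the real split, 1 of 16, gave as many calls. With 16 splits a share under 0.05 cannot be reached, so chance cannot be excluded by this count alone. In the 5 comparisons that include a group of 6, the real split was again the only one, 1 of 32, which is under 0.05. The highest other count was 6354 for 5 nM against mock in gPLT2, whose real count was 7712. For gPLT2C212S against gPLT2 at 5 nM it was 540, against a real count of 676. Splits that keep the groups nearly whole retain the real difference, so high counts among them need not reflect chance. In 5 against 6 libraries, exchanging every same-numbered pair leaves only the unpaired library out of place. The median over the other splits was 0 calls in each comparison. Splits that part fewer same-numbered pairs were counted separately. In 14 of the 15 comparisons they never reached the real count. For gPLT2 against plt2 under mock, 1 of 28 gave 504 calls against the real 405.

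A difference in the share of the mitochondrial loci between groups could distort every comparison. By exact two-sided permutation tests the smallest adjusted p of the 15 comparisons was 0.206. With so few libraries, a difference confined to 1 comparison could pass this correction only where a group of 6 was included. The test therefore does not exclude a difference in share. The largest difference was 8.93 percentage points, higher in gPLT2C212S than in plt2 under mock (unadjusted p 0.0317). At 5 nM the share in gPLT2C212S was also higher, by 7.81 points than in plt2 (unadjusted p 0.0216) and by 7.52 points than in gPLT2 (unadjusted p 0.0411). No difference in composition passed the correction, although some counts of calls move with this covariate. A similar count also does not mean that the same genes are called. For gPLT2C212S against gPLT2 at 5 nM the count went from 676 to 673 with this covariate, but most of the original calls were not kept. For gPLT2 against plt2 under mock it went from 405 to 484, and part of the original calls were lost. For gPLT2 against plt2 at 5 nM all 6189 calls were kept.

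RGF1 at 0.3 nM changed few genes in plt2. Lower power was a candidate explanation, but the median standard error was 1.09 times that in gPLT2, under the ratio of 1.2 set as the limit. In the 8 genes that were called, 7 moved in the same direction in gPLT2 at 0.3 nM. Of the 2372 genes called in gPLT2 at 0.3 nM, however, only 41.4% moved in the same direction in plt2, and the Spearman rho across genes was -0.13. Across genes, a weaker form of the same response in plt2 is thus not supported. The genes named for 5 nM in plt2 did have 0.3 nM means between those under mock and at 5 nM. For PIP1A in plt2 the means were 51.24 CPM under mock, 26.24 CPM at 0.3 nM and 2.909 CPM at 5 nM. Such genes were picked for large changes from the same mock libraries and do not stand for the rest. The interaction at 0.3 nM was not tested.

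Across 17393 genes, the mock difference between gPLT2C212S and gPLT2 correlated with the response of gPLT2 to 5 nM, with a Spearman rho of 0.515. Both quantities share the gPLT2 mock libraries, which creates a correlation by itself. With those libraries divided so that each quantity used different ones, the median rho was 0.396 over 20 divisions (0.179 to 0.444). The correlation with the response of plt2 to 5 nM, which shares no library, was 0.346. Genes are not independent, and these values have no p. They are consistent with a partial shift of unstimulated gPLT2C212S roots along the RGF1 response, but not in every gene. PLT1 under mock was higher in gPLT2C212S than in gPLT2 by 0.44 (adjusted p 0.0599), while 5 nM lowered it by 1.36 in gPLT2. The secondary wall set described below had a lower mock mean in gPLT2C212S than in gPLT2, 1.39 against 1.76, while 5 nM raised it in gPLT2. The higher PLT2 transcript level of this line, a possible difference in harvest time and any other difference between the lines are confounders. These data do not separate them from the substitution.

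More dividing and fewer differentiating cells in the dissected zone might explain the response to 5 nM. It was tested in gPLT2 with lists of 7 mitotic, 5 root hair and 5 secondary wall genes written beforehand, of which the first should rise and the others fall. The score of a set was the mean of log2(CPM + 1) over its genes, which shrinks log2 changes at low levels. Of the 3 sets, 2 moved as stated. The mitotic set rose by 0.713 on the log2 scale, in 6 of 6 libraries above all mock libraries (exact permutation p 0.00216, adjusted p 0.013 over 18 tests). The root hair set fell by 0.606, in 5 of 6 libraries (exact permutation p 0.00866, adjusted p 0.0173). Scores of this set lay near the floor of 3 counts (here 0.95 under mock and 0.35 at 5 nM), so its shifts are less certain in every line. The secondary wall set rose by 0.616, in 5 of 6 libraries (exact permutation p 0.0173, adjusted p 0.0283), against the stated direction. In gPLT2C212S that set rose by 1.868, in 6 of 6 libraries (exact permutation p 0.00216, adjusted p 0.013). In plt2 it fell by 0.762, in 5 of 5 (exact permutation p 0.00794, adjusted p 0.0173), and the difference between lines was not tested. These shifts exceed every move of the median gene under total-count scaling, which was at most 0.125. The mitotic set rose by 0.779 in gPLT2C212S, in 6 of 6 libraries (exact permutation p 0.00216, adjusted p 0.013), but moved by only 0.014 in plt2 (exact permutation p 0.897). The root hair set fell by 0.712 in plt2, in 5 of 5 libraries (exact permutation p 0.00794, adjusted p 0.0173), and its fall of 0.275 in gPLT2C212S did not pass the correction (exact permutation p 0.0519, adjusted p 0.0715). A simple change in the ratio of dividing to differentiating cells is thus not enough. It leaves unexplained the secondary wall genes in the transgenic lines and the mitotic set in plt2, unchanged at 5 nM. Among the tests at 0.3 nM, the mitotic set fell by 0.252 in plt2 (exact permutation p 0.0159, adjusted p 0.0283). It rose by 0.614 in gPLT2C212S (exact permutation p 0.00794, adjusted p 0.0173) but not in gPLT2 (-0.097). The secondary wall set rose by 0.82 in gPLT2 and 1.454 in gPLT2C212S (exact permutation p 0.00794, adjusted p 0.0173 for each). No other change of a set passed at 0.3 nM.

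Among the genes named for gPLT2C212S under mock, FKF1, JMJD5 and LHY belong to the circadian clock. A score was formed from 10 other clock genes, as the mean log2(CPM + 1) of 6 evening genes minus that of 4 morning genes. It was 3.09 ± 0.24 in gPLT2C212S under mock (n = 5), 2.58 ± 0.36 at 0.3 nM (n = 5) and 2.41 ± 0.29 at 5 nM (n = 6). In the 6 groups of the other lines the mean lay between 0.25 and 0.69. All 16 gPLT2C212S libraries, from 1.99 upwards, exceeded all 31 libraries of the other lines, which reached 1.29. The difference from gPLT2 was 2.62 under mock, 2.08 at 0.3 nM and 1.72 at 5 nM (exact two-sided permutation p 0.00794, 0.00794 and 0.00216; adjusted p 0.0119, 0.0119 and 0.00972 over 9 tests). These p-values are the smallest that permutations of these groups can give. CCA1, a morning gene, averaged 0.492 CPM in gPLT2C212S and 10.9 CPM in gPLT2 under mock. Not all genes of the score moved this way: PRR7, another of the morning genes, averaged 18.1 and 18.4 CPM.

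A different harvest time of the mock set alone was tested first: the highest of the 42 other libraries scored 3.09, above the lowest mock library of gPLT2C212S at 2.75, so the shift is not confined to mock. It was present at both doses, with a gap of at least 0.87 between the lowest gPLT2C212S library and the highest library of the other lines at the same dose. The difference without TMM factors was 1.01 times that with them, which is no test of scaling, because a scale factor nearly cancels in a score of this form. PLT2 transcript level was not the source: gPLT2C212S at 0.3 nM and gPLT2 at 5 nM have similar PLT2 levels, yet their clock scores differ by a gap of 1.14. The remaining possibility is that all gPLT2C212S libraries were harvested at another time of day. The gap of 0.7 between them and all other libraries fits such a difference as well as an effect of the line, and the labels give no harvest times. The clock pattern cannot be told apart from harvest time. Comparisons of gPLT2C212S with the other lines may include genes that follow the time of day.

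Genes that differ between lines under every treatment could mark a linked segment of the genome that the lines do not share. For each pair of lines, genes called in the same direction with at least 2-fold change in all 3 treatments were located by gene order, and the largest number within 200 consecutive tested genes was compared with 10000 random sets. For gPLT2 and plt2 there were 66 such genes, 9 of them within a window on chromosome 3, against a random median of 4 (adjusted p 0.0012). For gPLT2C212S against plt2 there were 382, with 11 in a window against a random median of 12 (adjusted p 0.99). For gPLT2C212S against gPLT2 there were 20, with 3 against 2 (adjusted p 0.55). The 9 genes are AHP1, UGT84A2, AT3G21680, ICL, AT3G23080, AT3G23510, SBP3, AT3G23955 and ICK3, named after their values were seen. Of these, 6 were higher and 3 lower in gPLT2, and they span 183 tested genes. In gPLT2C212S against plt2 under mock, 8 of the 9 were also called in the same direction, and 1 was called between gPLT2C212S and gPLT2. This adds little, since both comparisons use the same plt2 libraries and 321 of all genes were called in both. A candidate explanation is a chromosome 3 segment in which plt2 differs from gPLT2, and whether gPLT2C212S shares it is not shown. PLT1 lies 38 tested genes from this window, and XTH16 and AT3G24240 lie within it, so mock differences of those genes between plt2 and gPLT2 may partly reflect it. A response to RGF1 within a line compares libraries of the same line, but a segment could alter the size of the response. Differences in response between gPLT2 and plt2 for genes in or near the window, such as XTH16 and PLT1, may therefore also reflect it. That was not tested. Reads over the segment, which could show sequence variants, were not analysed here.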
